A study of Mus musculus with 16 samples. Its data were reported in "Comprehensive Transcriptional Profiling and Mouse Phenotyping Reveals Dispensable Role for Adipose Tissue Selective Long Noncoding RNA Gm15551" (2022).

How the data were processed

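The data are the RNA-seq part of a gain-of-function experiment on *Gm15551*, a long noncoding RNA gene, in mouse brown adipocytes. The wt1-SAM line is an immortalized brown preadipocyte line that stably carries the CRISPRa SAM system, in which a catalytically dead Cas9 and guide-bound activator proteins raise transcription at the site to which a single guide RNA (sgRNA) is directed. Per the labels, cells were differentiated, reverse transfected on day 4 with 250 ng of plasmid, stimulated or not with 1 µM isoproterenol, a β-adrenergic agonist, for 24 h and harvested on day 7. The plasmids were either the empty sgRNA vector or a pair of vectors that together encode guides against *Gm15551*. Polyadenylated RNA was made into libraries and sequenced in paired ends. The replicate numbers 3, 4, 5 and 6 each occurred once in each of the 4 combinations of plasmid and treatment, which gave 16 libraries in 4 groups of 4. Groups were taken from the sample titles.

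The authors filtered reads with cutadapt and quantified them with salmon against the GENCODE transcriptome of the GRCm38 build. They deposited estimated counts per gene, not normalized and as whole numbers, for 54347 genes, with no gene removed for low counts. Tool versions and the use of read strand were not stated, so values of antisense and overlapping genes are uncertain. So are those of paralogs, since salmon divides reads that fit several transcripts. Of the 54347 Ensembl identifiers, 31886 came with a symbol and 54094 matched the names of a GENCODE annotation of the same build, from which coordinates were taken. Every column of sample values matched 1 sample title, and all 16 were used. The counts were already whole, so rounding changed nothing.

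Total counts per library ranged from 9053521 to 16546187. A single gene annotated as ribosomal RNA took between 11.7% and 51.8% of them, and the counts left for all other genes fell accordingly. Shares of a single library are given with 95% Wilson intervals. Such intervals, and the limit of 3 counts that a count of 0 allows, cover counting error only, because reads without molecular identifiers are not independent molecules.

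Tests were run in R 4.3.3 with edgeR 4.0.16 on the estimated counts. Genes were kept by filterByExpr with its minimum count of 10 and minimum total of 15, which left 13150 genes. Libraries were scaled by TMM, and a model with the 4 group means was fitted to all 16 libraries by glmQLFit. Contrasts were tested with glmQLFTest, two-sided, with Benjamini-Hochberg adjustment over the 13150 genes. Called genes had an adjusted p under 0.05 and an absolute log2 fold change over 0.5. The contrasts were the sgRNA effect averaged over both treatments, the isoproterenol effect averaged over both plasmids, the effect of each factor within each level of the other, and the interaction. A joint test of the 3 differences between the 4 means used an adjusted p under 0.001. Log2 fold changes are edgeR estimates, and log2 CPM values used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes, and with fry and an estimated correlation as alternatives. Of the lists, those of adipocyte, inflammatory, interferon-response and β-adrenergic response genes were written from the study's text and figure labels and general knowledge. A list of preadipocyte genes and a list of RNAs without poly(A) tails were added for tests in the closing section.

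The groups, tests, thresholds, those 4 lists and the main alternatives were fixed before the data were examined. The genes named in the text followed a rule. It covered *Gm15551*, *Camk2d*, genes within 1 Mb of *Gm15551* and members of the lists. It also took up to 12 called genes with the largest averaged sgRNA effect and the same sign in both treatments, and the 5 largest rises and falls under isoproterenol among called genes with a mean CPM of at least 1. It also covered up to 5 called interaction genes. Because the test without a replicate term called no gene for the sgRNA effect, the sgRNA part of the rule was applied to the fit with the replicate number as a block, a choice made after the counts of calls were seen.

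Whether the replicate numbers in the titles pair the libraries was checked on the deviations of log2 CPM from the group means. The correlation between libraries of the same number was above 0.1 in every pair, with a lowest value of 0.22 in replicate 3 and a highest of 0.61 in replicate 4. Libraries with different numbers and from different groups had a median correlation of −0.21, with values from −0.51 to 0.52. The highest of these lay above every value within replicate 3 or replicate 5, so the ranges overlapped. The first principal component held 28.6% of the variance, of which replicate number explained a share of 0.957. The median biological coefficient of variation across genes was 18.0% without the block and 9.96% with it. The numbers were therefore treated as pairing the libraries, and values of the fit with the replicate number as a block are given where they change a call or move a count by more than 1.5 times. All pairs of libraries within a group differed by far more than sampling noise, with a chi-square per degree of freedom of at least 5.35, so none was counted as a duplicate.

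The pipeline was tested on simulated counts with the means, spread and replicate structure of these libraries, in which 200 of 13150 genes were changed. All changes were of at least 1 in size on the log2 scale, so the shares called do not speak for smaller effects. Of the changed genes, 86.5% were called without the block and 92.0% with it. Among the unchanged genes, 0 and 5 were called. The share of unchanged genes with an unadjusted p under 0.05 was 0.911% without the block and 4.83% with it, so the fit without the block was conservative.

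Alternatives were DESeq2 size factors in place of TMM, no filter on low counts, a mean CPM of at least 1, no bound on the fold change, a test against the bound with glmTreat, an additive model, fits of only the 8 libraries compared, DESeq2 1.42.0 with and without apeglm 1.24.0, and leaving out each library or each replicate number in turn. Fits with the block were also run with the ribosomal RNA share as a covariate, with a GC correction and on counts thinned to one depth. Enrichment of functional categories was not analysed here.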

Results

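To measure how activation of *Gm15551* and β-adrenergic stimulation change the transcriptome of mature brown adipocytes, polyadenylated RNA of wt1-SAM cells was sequenced in 16 libraries. Cells had received either the empty sgRNA vector or the sgRNA vectors against *Gm15551* (called sgRNA cells here), and each culture was either left as control or stimulated with isoproterenol, so that there were 4 groups of 4 replicates. The deposited estimated counts summed to 15940308, 13305789, 11805386 and 9053521 in the empty vector control libraries of replicates 3, 4, 5 and 6, and to 11225478, 16546187, 12232480 and 11695251 in the stimulated empty vector libraries. In sgRNA cells the totals were 12500264, 11168958, 12112608 and 11431533 in control and 11066120, 14679617, 11377539 and 13692654 in stimulated libraries. Of the 54347 genes listed, 34821 had a count in at least 1 library and 13150 were tested.

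A large part of these counts fell on *CT010467.1* (ENSMUSG00000106106), annotated as a ribosomal RNA gene at chromosome 17:39846353–39848827 of GRCm38. Its share was 29.0% ± 12.8 (SD, n = 4) in empty vector control libraries and 36.8% ± 12.8 (SD, n = 4) in stimulated empty vector libraries, against 19.1% ± 1.11 (SD, n = 4) and 21.1% ± 7.18 (SD, n = 4) in the corresponding sgRNA libraries. The lowest share was 11.7% in stimulated sgRNA replicate 4 (95% Wilson interval 11.70% to 11.74%) and the highest was 51.8% in stimulated empty vector replicate 5 (51.7% to 51.8%). Within the same treatment and replicate number the share was higher in the empty vector library in 8 of 8 pairs. An exact two-sided sign-flip test of the log odds over these pairs gave p = 0.00781, the smallest value that 8 pairs allow. This test treats the 8 pairs as independent, although those of the same replicate number may be linked. The counts that remained for all other genes ranged from 5900607 in stimulated empty vector replicate 5 to 12959314 in stimulated sgRNA replicate 4, so the precision for low genes was not the same in all libraries. A count of 0 allowed up to 0.382 CPM in the former and up to 0.170 CPM in the latter.

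**Figure D1:**
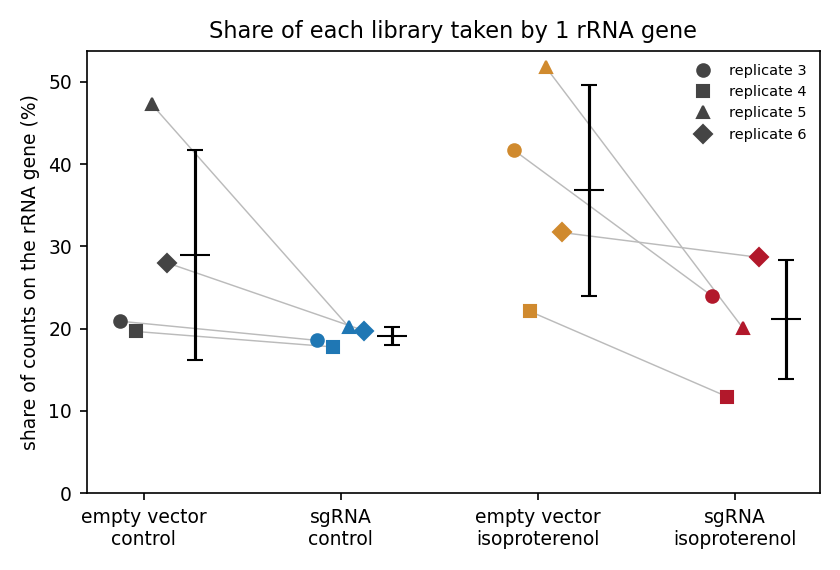
Share of the counts of each library that fell on the ribosomal RNA gene, in percent, by group. Symbols mark replicate numbers, grey lines join libraries of the same number and treatment, and black bars give the mean and SD of 4 libraries. All 8 lines fall from the empty vector to the sgRNA library.

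Replicate number explained a share of 0.957 of the first principal component, which held 28.6% of the variance, whereas isoproterenol explained 0.0118 and the sgRNA 0.00954 of it. On the second component (17.1% of the variance) replicate number explained 0.534 and isoproterenol 0.404, and on the third (9.85%) they explained 0.437 and 0.419. On the fourth (7.56%) the sgRNA explained 0.343 and replicate number 0.158. For this reason, counts of genes are given without and with the replicate number as a block.

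**Figure D2:**
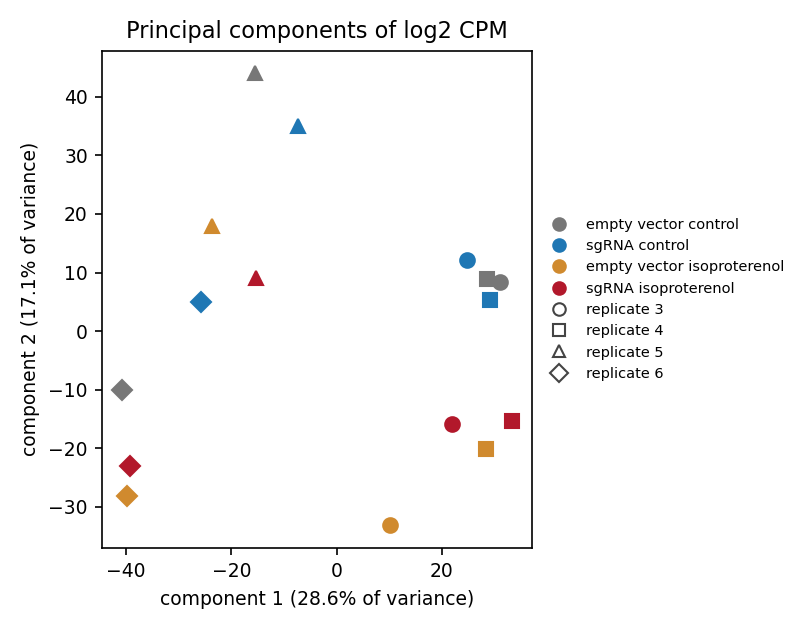
Position of the 16 libraries on the first and second principal component of log2 CPM, with the percent of variance on each axis. Colours mark the 4 groups and symbols the replicate numbers. Libraries with the same symbol lie together along component 1.

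The targeted gene was examined first, since it checks the labels. *Gm15551* (ENSMUSG00000086679) is annotated as an antisense gene of 2 exons on the minus strand of chromosome 3:126667329–126669044. It lies within the intron between exons 2 and 3 of *Camk2d*, which is transcribed from the other strand, and overlaps 0 exons of it. Replicates 3, 4, 5 and 6 held 18, 15, 3 and 13 counts of *Gm15551* in empty vector control libraries and 56, 42, 19 and 44 in sgRNA control libraries. The corresponding stimulated libraries held 0, 3, 0 and 5 counts in empty vector and 23, 26, 13 and 24 in sgRNA cells. These amounted to 0.952 ± 0.405 CPM (SD, n = 4) in empty vector control, 2.97 ± 1.08 CPM (SD, n = 4) in sgRNA control and 1.56 ± 0.420 CPM (SD, n = 4) in stimulated sgRNA cells. *Gm15551* was higher in the sgRNA library in 8 of 8 pairs. Averaged over treatments its log2 fold change was 2.37 (SE 0.39), with an adjusted p of 0.0989 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which did not pass the threshold. With the replicate block it was 2.41 (SE 0.28) with an adjusted p of 0.00055, which did. The estimate stayed between 2.10 and 2.88 when single libraries or single replicate numbers were left out.

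In control cells the log2 fold change of *Gm15551* was 1.60 (SE 0.48), and in stimulated cells it was 3.13 (SE 0.61), with adjusted p of 1 and 0.9996 in edgeR's quasi-likelihood test. With the replicate block the estimates were 1.64 and 3.17 with adjusted p of 0.0955 and 0.0127, so that only the effect in stimulated cells passed the threshold. Averaged over both plasmids, isoproterenol lowered *Gm15551* by a log2 fold change of −1.69 (SE 0.39), with an adjusted p of 0.0214 without and 0.00062 with the block, and it was lower in 8 of 8 pairs. It lowered *Gm15551* in empty vector cells by a log2 fold change of −2.45 (SE 0.63, adjusted p 0.095 without and 0.00436 with the block) and in sgRNA cells by −0.93 (SE 0.46, adjusted p 0.634 and 0.0785). The difference between both arms, the interaction, was 1.52 (SE 0.78) with an adjusted p of 1 in either fit. Without stimulated empty vector replicate 6 this difference was 2.46, also with an adjusted p of 1. Over all 16 libraries the unadjusted p of this interaction was 0.0693 without and 0.0181 with the block, where its estimate was 1.54 (SE 0.58). The difference between the arms therefore did not pass when adjusted over all genes tested, whereas for this gene alone, which was named in advance, the unadjusted p lay under 0.05 with the block only. The use of read strand in counting was not stated, so intronic *Camk2d* reads within these values cannot be excluded.

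**Figure D3:**
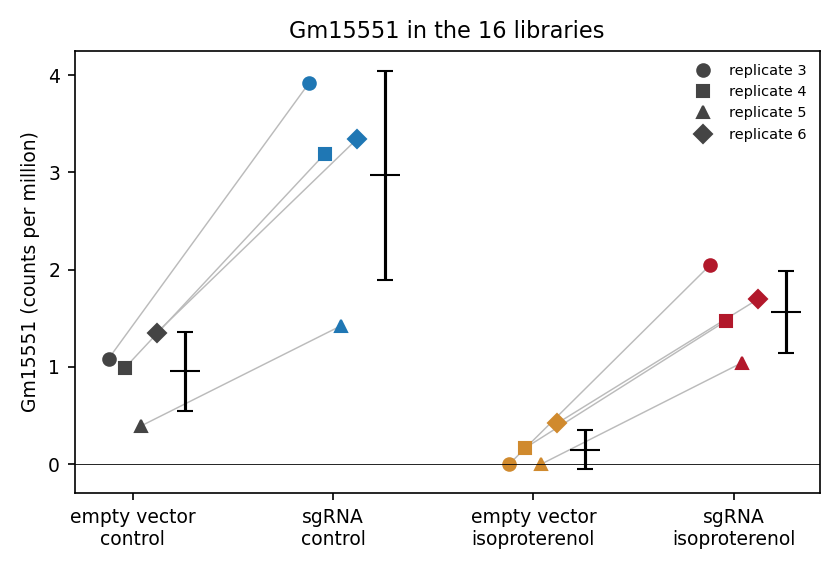
*Gm15551* in CPM in each of the 16 libraries, by group. Symbols mark replicate numbers, grey lines join libraries of the same number and treatment, and black bars give the mean and SD of 4 libraries. All 8 lines rise from the empty vector to the sgRNA library.

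Genes around the target were compared to see whether activation reached them. *Camk2d* (chromosome 3:126596302–126846326) was at 68.1 ± 3.88 CPM (SD, n = 4) in empty vector control and 68.2 ± 5.69 CPM (SD, n = 4) in sgRNA control cells. Its averaged sgRNA effect was −0.05 (SE 0.07, adjusted p 0.9997 in edgeR's quasi-likelihood test). The other tested genes within 1 Mb were *Arsj*, *Gm43011*, *Ank2*, *Larp7* and *Zgrf1*, and their sgRNA effects lay between −0.20 in *Gm43011* and 0.14 in *Ank2*, each with an adjusted p of 0.9997. None of these 6 genes was called with the replicate block either. The isoproterenol effect on *Camk2d* was −0.34 (SE 0.07, adjusted p 0.00727), which lay within the bound of 0.5.

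Of the single choices that were changed, the replicate block moved the count of genes with an averaged sgRNA effect most. Without the block edgeR called no gene, 437 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.0989. DESeq2 without the block called 10 genes, and its additive model with apeglm called 11. With the block edgeR called 35 genes, of which 6 were higher and 29 lower in sgRNA cells, and 1506 genes had an unadjusted p under 0.05. All 35 had the same sign in control and in stimulated cells. Leaving out a replicate number moved the blocked count to 22 without replicate 3, 22 without replicate 4 and 16 without replicate 6.

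The 12 genes with the largest blocked effect were *Gm15551* and *Cidea*, which were higher, and 10 genes that were lower. *Saa3* (ENSMUSG00000040026, chromosome 7:46711998–46715700), which encodes an acute-phase protein, fell from 106 ± 31.1 CPM (SD, n = 4) to 35.5 ± 9.25 CPM (SD, n = 4) in control cells and from 81.7 ± 47.3 to 23.6 ± 13.1 CPM (SD, n = 4) in stimulated cells. Its blocked log2 fold change was −1.67 (SE 0.13), with an adjusted p of 1.19e-05 in edgeR's quasi-likelihood test, and it was lower in 8 of 8 pairs. *Hp* (chromosome 8:109575128–109579172), which encodes haptoglobin, fell from 79.0 ± 25.6 to 28.1 ± 3.94 CPM (SD, n = 4) in control cells and had a blocked log2 fold change of −1.41 (SE 0.16, adjusted p 0.000475), lower in 8 of 8 pairs. The blocked log2 fold changes were −1.37 for *Cxcl5*, −1.33 for *Derpc*, −1.26 for *Abcc3*, −1.07 for *Cp*, −1.03 for *Chil1* and −1.03 for *Slpi*, with adjusted p between 0.00229 for *Abcc3* and 0.0112 for *Derpc*. *Derpc* was lower in 7 of 8 pairs and the other 5 genes in 8 of 8. The unblocked value of *Cxcl5*, −1.39, was −0.90 without stimulated empty vector replicate 6 and −1.93 without stimulated sgRNA replicate 6. *H2bc7*, a histone gene, had a log2 fold change of −1.49 (adjusted p 0.0206), which shrank to −0.45 with the ribosomal RNA share as a covariate. *Serpina3n* had a blocked value of −1.09 (adjusted p 0.00247) and was lower in 8 of 8 pairs. Its unblocked value of −1.23 was −0.87 without replicate 6 altogether. Leaving out single libraries of that number moved it further, to −0.27 without empty vector control replicate 6, −0.51 without stimulated empty vector replicate 6 and −1.98 without sgRNA control replicate 6. These fits ignored the pairs, and replicate 6 was the highest library of *Serpina3n* in 4 of 4 groups. Their spread therefore does not show how stable the paired difference is. In fits without the block, leaving out stimulated empty vector replicate 5 brought *Hp* and *Saa3* past the threshold (adjusted p 0.00188 and 0.044), and leaving out replicate 5 altogether did so for *Hp* (adjusted p 0.0133). *Cidea* rose by 1.05 (SE 0.21, adjusted p 0.0348) and was higher in 8 of 8 pairs.

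**Figure D4:**
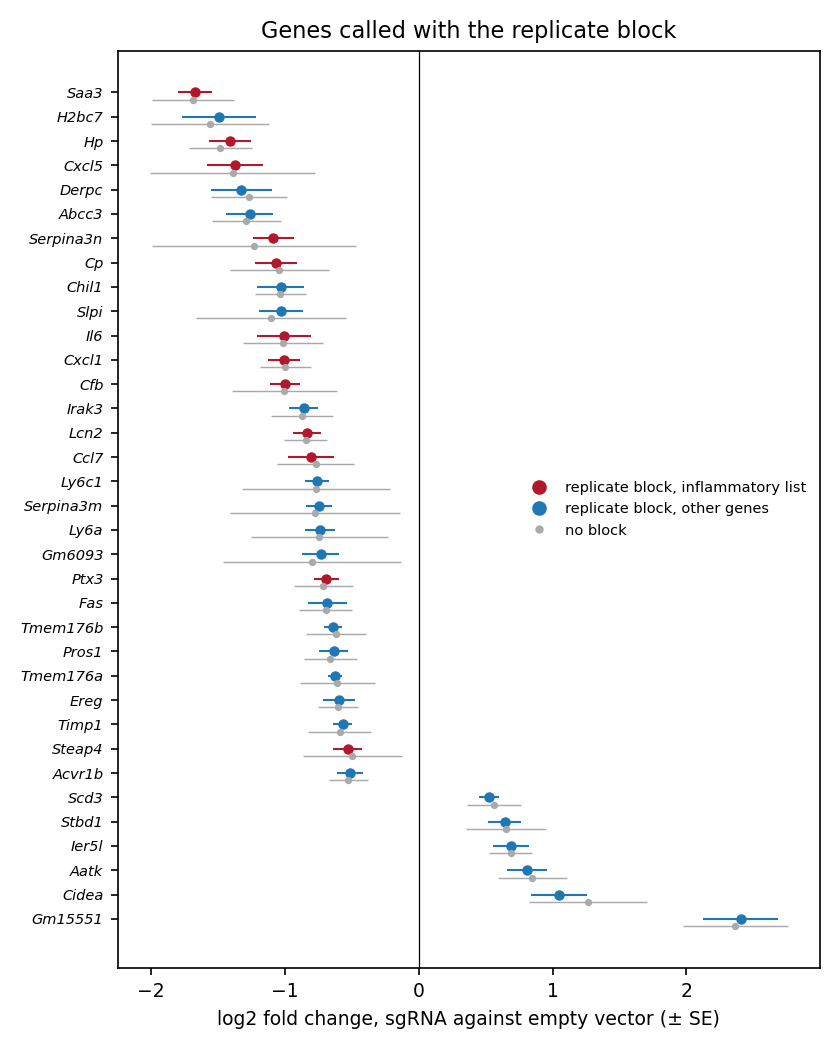
Log2 fold change of sgRNA against empty vector cells, averaged over treatments, for the 35 genes called with the replicate block, on the x axis, with 1 gene per line. Red (inflammatory list) and blue (other genes) points come from the blocked fit and grey points from the fit without block, each with its SE as a bar. 29 genes lie below 0 and 6 above, and 12 of the 29 are members of the inflammatory list.

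Within single treatments fewer genes passed in edgeR with the block. In control cells 0 genes were called without the block, with 194 at an unadjusted p under 0.05, and 4 with it. In stimulated cells 0 genes were called without the block, with 196 at an unadjusted p under 0.05, and 16 with it. The log2 fold changes in control and in stimulated cells share no library, and across the 13150 genes their Pearson r was 0.28 and their Spearman rho 0.33. Genes are not independent replicates, so no p is given. Without a filter on low counts r was 0.0196, without replicate 3 it was 0.0811 and without replicate 5 it was 0.17. Among single libraries, r was 0.14 without sgRNA control replicate 3, 0.15 without empty vector control replicate 6 and 0.16 without stimulated sgRNA replicate 4.

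Inflammatory genes were tested as a list of acute-phase and NF-κB target genes, of which 27 of 31 were expressed enough to be tested. Their median averaged sgRNA effect was −0.71, and 25 of 27 were lower in sgRNA cells (camera p 1.32e-20). The median was −0.40 without empty vector control replicate 6. Without the block 0 of 27 genes were called over all genes tested and 10 had an adjusted p under 0.05 when adjusted over the list alone. With it 12 were called and 20 passed when adjusted over the list alone. The list holds 7 genes that the study named from these same libraries, in its text or as labels in a plot, which are not independent evidence. The study also reported an enrichment of inflammatory response genes from these libraries, so the theme of the list is not independent of them either. For the 20 other genes the median was −0.29 and 18 were lower (camera p 7.62e-11). Camera with an estimated correlation gave p 0.000547 for them, and fry gave p 0.00107. With the block, 5 of these 20 genes were called over all genes tested.

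Adipocyte marker genes moved less. All 12 tested genes of that list were higher in sgRNA cells, with a median of 0.16 (camera p 0.00095). The median was 0.26 without stimulated empty vector replicate 5, 0.09 without sgRNA control or stimulated sgRNA replicate 5, and 0.07 without empty vector control replicate 6. No gene of the list was called without the block, and 1 had an unadjusted p under 0.05. With the block *Cidea* was called, and 2 genes passed when adjusted over the list alone. The averaged effect was 0.52 (SE 0.38) for *Ucp1*, 0.16 for *Adipoq*, 0.07 for *Fabp4* and 0.02 for *Pparg*, each with an adjusted p of 0.9997 in edgeR's quasi-likelihood test. Leaving out single libraries moved these values by more than 1.5 times. For *Ucp1* they ranged from 0.31 without sgRNA control replicate 3 to 0.85 without empty vector control replicate 3, and for *Adipoq* from 0.07 without stimulated sgRNA replicate 3 to 0.27 without stimulated empty vector replicate 3. For *Fabp4* they ranged from 0.0036 without empty vector control replicate 6 to 0.16 without stimulated sgRNA replicate 6, and for *Pparg* from 0.0041 without sgRNA control replicate 3 to 0.07 without stimulated empty vector replicate 3. Without replicate 5 altogether, *Ucp1* was at 0.27. Interferon-response genes, which can react to transfected nucleic acid, had a median of 0.17 over 26 tested genes, with 19 higher and 7 lower (camera p 0.209). This median was −0.17 without stimulated sgRNA replicate 4 and −0.25 without replicate 4 altogether (camera p 0.0166). In 6 other fits the list passed as higher, with medians of 0.42 without empty vector control replicate 3 (camera p 0.0111), 0.25 without stimulated empty vector replicate 3 (p 0.0361), 0.34 without sgRNA control replicate 5 (p 0.00258), 0.33 without stimulated sgRNA replicate 5 (p 0.00186), 0.43 without replicate 3 (p 0.0232) and 0.27 without replicate 5 (p 0.00526). Its direction and its call were therefore not settled by these libraries. No gene of the interferon list was called without or with the block, and 1 had an unadjusted p under 0.05. The calls of the inflammatory list held under the fry rotation test (p 0.000208) and under camera with an estimated correlation (p 0.000169). That of the adipocyte list held under neither without the block (p 0.170 and 0.116) and under both with it (p 0.000466 and 0.00312).

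Stimulation gave the larger response. Averaged over both plasmids, isoproterenol raised 175 and lowered 174 genes without the block, and raised 406 and lowered 343 with it. Of the 349 genes, 347 were also among the 749. The choice that moved the count most without the block was a test against the fold change bound of 0.5 itself, which left 63 genes. Leaving out replicate 3 or 4 gave 120 and 170 genes. *Ucp1* (ENSMUSG00000031710, chromosome 8:83290352–83298452), which encodes the uncoupling protein of brown fat, had the largest rise. It went from 0.350 ± 0.302 to 6.42 ± 2.67 CPM (SD, n = 4) in empty vector cells and from 0.548 ± 0.316 to 9.35 ± 4.25 CPM (SD, n = 4) in sgRNA cells. Its log2 fold change was 4.03 (SE 0.37), with an adjusted p of 7.36e-06 in edgeR's quasi-likelihood test, and it rose in 8 of 8 pairs. The next were *Prl2c3* with 3.19, *Nr4a3* with 2.90, *Ramp3* with 2.85 and the noncoding gene *Gm47140* with 2.74. *Prl2c3* is uncertain because it shares sequence with its paralog *Prl2c2*, which rose by 2.69. The largest falls were −2.07 for *Sctr*, −1.95 for *St3gal6*, −1.89 for *Sult1a1*, −1.88 for *Serpina3c* and −1.86 for the noncoding gene *Smkr-ps*. Adjusted p of these 10 genes ranged up to 0.0177 for *Sctr*, and each moved the same way in 8 of 8 pairs. Without replicate 3 the adjusted p was 0.112 for *Nr4a3*, 0.0577 for *Ramp3* and 0.094 for *Sctr*. For *Sctr* it was 0.0549 without replicate 5 and 0.128 without replicate 6.

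**Figure D5:**
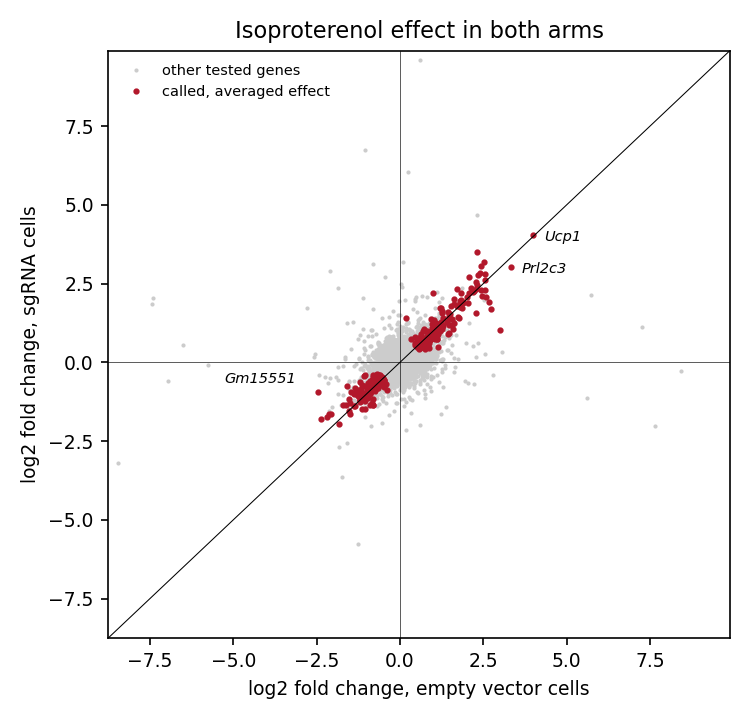
Log2 fold change of isoproterenol against control in empty vector cells on the x axis and in sgRNA cells on the y axis, for the 13150 tested genes. Red points are the 349 genes called for the averaged effect without the block, and the diagonal marks equal effects. The red points lie along the diagonal in both directions, with *Ucp1* at the upper end.

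As a control for the stimulation, 17 of 19 genes of the β-adrenergic list could be tested. All 17 were higher with isoproterenol, with a median of 0.67 (camera p 3.09e-17, fry p 9.39e-07). Without the block 10 of 17 had an adjusted p under 0.05 over all genes tested, and 11 when adjusted over the list alone. With the block these numbers were 16 and 16. No bound on the fold change was applied to these counts. Among marker genes, *Adipoq* fell by 1.06 on the log2 scale (SE 0.18, adjusted p 0.00222) and *Ppargc1a* rose by 0.71 (adjusted p 0.0128). The rise of *Ppargc1a* had an adjusted p of 0.166 without replicate 3 and 0.0691 without replicate 4.

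In empty vector cells alone 109 genes were called without and 588 with the block, and in sgRNA cells alone 92 and 513. The 2 arms shared 72 calls without and 382 with the block, and the direction was the same for all 72 and all 382. Across genes the Pearson r between both arms was 0.53 and the Spearman rho 0.63. When single libraries were left out, the count in empty vector cells lay between 58 without empty vector control replicate 5 and 181 without empty vector control replicate 6, and the lowest count in sgRNA cells was 47 without sgRNA control replicate 3. Without all libraries of replicate 3 or 4 the counts were 38 and 35 in empty vector cells and 31 and 29 in sgRNA cells, and without those of replicate 5 the count in sgRNA cells was 58. Whether the sgRNA changed the response to isoproterenol was tested as an interaction. In edgeR no gene was called without or with the block, and 52 and 199 genes had an unadjusted p under 0.05. DESeq2 with the block called 3 genes.

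For genes that changed with either factor, the joint test of all differences between the 4 groups called 39 genes without and 424 with the block at an adjusted p under 0.001. Each of the 39 was also called for the averaged isoproterenol effect. Without replicates 3, 4, 5 or 6 the joint count was 9, 2, 17 and 20.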

Values the study reported

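The study reported 792 genes that changed with either *Gm15551* gain-of-function or β-adrenergic stimulation in these cells. For the gain-of-function alone it reported 14 differentially expressed genes.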

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

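The 3 tests in this part were chosen only after the values were seen. Of 124 sets of 4 libraries (a named gene or the ribosomal RNA share within a group), 3 held a library whose gap to the nearest other library exceeded, as a share of the whole range, the 95% limit of Dixon's test for 4 values. Chance alone would give about 6.2 such sets.

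*Chil1* in stimulated sgRNA replicate 6 lay highest in its group, at a log2 CPM of 0.36. The 4 libraries of that group held 9, 14, 10 and 16 counts. An exact multinomial goodness-of-fit test of these counts against library size gave p = 0.733, so counting noise at low counts is a possible explanation that needs nothing else. No biological explanation was tested, since the design gives none for a single replicate.

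*Serpina3n* in stimulated empty vector replicate 6 lay highest, at a log2 CPM of 6.74. Replicate 6 was the highest library of *Serpina3n* in 4 of 4 groups, so the value may come from a shift shared by the libraries of replicate number 6, whichever plasmid or treatment they received. The labels do not say what a replicate number stands for, so culture, passage and library batch stay open. The unblocked sgRNA effect of this gene moved most when single libraries of replicate 6 were left out, from −1.23 to between −1.98 and −0.27, and was −0.87 without all of them.

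*H2bc7* in sgRNA control replicate 4 lay lowest, at a log2 CPM of −0.13. Replicate 4 was the lowest library of *H2bc7* in 4 of 4 groups, so a shift shared by the libraries of replicate number 4 is a candidate explanation here too. The blocked sgRNA effect of *H2bc7* shrank from −1.49 to −0.45 with the ribosomal RNA share as a covariate. Histone transcripts of this kind lack a poly(A) tail, which leaves a difference in the selection of polyadenylated RNA open as well. These explanations are not separate here. Replicate 4 also held the lowest ribosomal RNA share in 4 of 4 groups. Within groups *H2bc7* followed the logit of that share (Pearson r 0.92, as a description only).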

How the results depend on the processing

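Alternatives fixed beforehand and some chosen after seeing the data (those that join the replicate block with another choice) were set against each result. DESeq2 size factors in place of TMM and a mean CPM of at least 1 kept the direction and the side of the threshold of 20 results that answer a comparison and of 31 results for single genes.

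The replicate block raised the calls of the averaged sgRNA effect from 0 to 35, of the sgRNA effect in control cells from 0 to 4 and in stimulated cells from 0 to 16. It raised those of the averaged isoproterenol effect from 349 to 749, in empty vector cells from 109 to 588, in sgRNA cells from 92 to 513, and of the joint test from 39 to 424. With it, *Gm15551* passed the threshold for the averaged sgRNA effect (2.41), in stimulated cells (3.17) and for isoproterenol in empty vector cells (−2.44). Of 31 results for single genes, 14 that had not passed the adjusted p in edgeR without the block passed it with the block, and 17 kept their side. Of the 14, 13 were also past the bound on the fold change, and the isoproterenol effect of *Fabp4* (−0.37) was not. Under fry and under an estimated correlation, the adipocyte list passed with the block (p 0.000466 and 0.00312) and not without it (p 0.170 and 0.116), and the share of noncoding genes among raised against lowered genes differed without the block (Fisher's exact test, p 0.0451) and not with it (p 0.300). The block changed no other call among the 20 results that answer a comparison and the 31 for single genes. The block removes the differences between replicate numbers from the error, which shows in the lower coefficient of variation given for it.

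DESeq2 without the block called 10 genes for the averaged sgRNA effect, 3 in control and 4 in stimulated cells, 223 and 177 for isoproterenol in empty vector and sgRNA cells, and 212 in the joint test. With the block DESeq2 called 57, 23 and 27 for the sgRNA, 722, 583 and 504 for isoproterenol, 990 in the joint test and 3 for the interaction. *Gm15551* passed in DESeq2 for the averaged sgRNA effect (2.41, blocked 2.45), in stimulated cells (3.19, blocked 3.25), for isoproterenol in empty vector cells (−2.50, blocked −2.49) and, with the block only, in control cells (1.66). Of the 31 results for single genes, 7 passed in DESeq2 without the block that had not in edgeR, namely the lower values of *Hp*, *Saa3*, *Lcn2*, *Cxcl1*, *Abcc3*, *Chil1* and *Derpc* in sgRNA cells, and 14 passed the adjusted p in DESeq2 with the block, again with *Fabp4* within the bound on the fold change. The additive DESeq2 model with apeglm gave 11 genes for the averaged sgRNA effect without and 33 with the block. The cause of these differences was not tested. Over the 26 alternatives set against the result without the block, the adjusted p of *Gm15551* for the averaged effect ranged from 8.04e-09 to 1. Over the 26 set against the blocked result it ranged from 2.12e-17 to 0.0416.

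Without a filter on low counts the averaged sgRNA effect had 10 calls (231 with the block), control and stimulated cells 1 and 4, and the joint test 104. *Gm15551* then passed for the averaged sgRNA effect (2.39), in stimulated cells (3.15) and for isoproterenol in empty vector cells (−2.47), and the correlation between the sgRNA effects of both treatments was 0.0196. Also past the threshold without the filter were 6 results for single genes, namely *Hp*, *Saa3*, *Lcn2*, *Cxcl1*, *Abcc3* and *Derpc*, all lower in sgRNA cells. The cause was not tested. With no bound on the fold change the averaged isoproterenol effect had 590 calls (2799 with the block) and the blocked sgRNA effect 77. Testing against the bound itself left 63 (218 with the block), 25 in empty vector cells, 27 in sgRNA cells, and 3 for the blocked sgRNA effect, as a stricter hypothesis must. Fitting only the 8 libraries compared left 38 calls in empty vector cells, with fewer libraries for the error. The joint test gave 60 genes in the additive model, which has fewer terms, and 196 at an adjusted p under 0.05.

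In the blocked fit the ribosomal RNA share as covariate lowered the calls of the sgRNA effect to 14, while *Gm15551* kept its call. A GC correction, thinning to one depth, DESeq2 size factors and the minimum CPM kept this count within 1.5 times. The adipocyte list kept its median of 0.16 but no longer passed under fry or an estimated correlation without the block. The inflammatory list without the genes named by the study kept its direction and its call.

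Leaving out each library or replicate number in turn, the calls ranged from 0 to 2 for the averaged sgRNA effect (16 to 38 with the block), from 120 to 465 for isoproterenol (607 to 817 with the block), from 35 to 181 in empty vector cells, from 29 to 98 in sgRNA cells and from 2 to 39 in the joint test. The interaction and the sgRNA effects within control or stimulated cells stayed at 0. The correlation between treatments ranged from 0.0811 to 0.294. The interferon median ranged from −0.25 to 0.43, with reversed signs of −0.17 without stimulated sgRNA replicate 4 and −0.25 without replicate 4. It passed as higher in 6 of these fits, which left out an empty vector library of replicate 3, an sgRNA library of replicate 5 or all libraries of either number. The inflammatory median ranged from −0.83 to −0.40, the adipocyte median from 0.07 to 0.26 and the β-adrenergic median from 0.60 to 0.73. For *Gm15551* the averaged effect ranged from 2.10 to 2.88 (2.18 to 2.92 with the block), from 1.39 to 1.85 in control and from 2.70 to 4.08 in stimulated cells. Among the 31 results for single genes, a replicate number left out took the isoproterenol effect of *Nr4a3*, *Ppargc1a*, *Ramp3* or *Sctr* below the threshold in 7 fits and brought the sgRNA effect of *Hp* past it in 1, and a single library left out brought *Hp* and *Saa3* past it. The cause of these changes was not tested. With 5900607 counts outside ribosomal RNA in the smallest library, *Gm15551* in stimulated empty vector cells rests on 0 to 5 counts, which limits the precision of its interaction.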

Other observations

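Among the tests in this part, those of the ribosomal RNA share over pairs, of interferon-response genes over pairs and of the spread among preadipocyte genes were chosen only after the result they bear on was seen.

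The joint test called 39 genes without and 424 with the replicate block. Both counts are lower than the number quoted from the study above. DESeq2, the tool the study used, gave 212 without and 990 with the block. The first of these is lower and the second is higher than that number. In edgeR the averaged sgRNA effect called 0 genes without the block, with 437 at an unadjusted p under 0.05, and 35 with it. The first count is lower and the second is higher than the number quoted from the study above. The additive DESeq2 model with apeglm, which comes nearest to the methods of the study, called 11 genes without the block, within 1.5 times of that number. With the block this model called 33 genes, which is higher than the study's number. DESeq2 without apeglm called 10 genes without and 57 with the block.

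Other splits of the libraries show how much of these counts a grouping without meaning would give. Up to 100 splits were refitted for each result, the real one included. When the plasmid was reassigned freely within each treatment, 39 of the 100 splits gave as many genes with an unadjusted p under 0.05 for the averaged sgRNA effect as the 437 of the real split. The highest other split gave 2762. Free splits often put libraries of the same replicate number on one side and then carry the differences between numbers. Among splits that part as many pairs as the real one, 1 of 100 gave as many, which is the real split itself, and the highest other split gave 304. With the replicate block 1 of 100 such splits gave as many as the 35 calls, and no other split gave more than 1. For the interaction 100 of 100 free splits and 93 of 100 splits that part as many pairs gave at least the 52 genes of the real split. Within control cells 27 of 35 splits and within stimulated cells 28 of 35 splits gave as many genes at an unadjusted p under 0.05 as the sgRNA. The split of replicates 3 and 4 against 5 and 6 gave 3243 and 4523 genes there, against 194 and 196 for the sgRNA. Among the 8 splits that part all pairs, 1 gave as many in control and 2 in stimulated cells. With the block the sgRNA called 4 and 16 genes in these cells.

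The isoproterenol counts stood apart from other splits in most comparisons. For the averaged effect 1 of 100 free splits gave as many as 349 calls, and the highest other split gave 0. Among splits that part as many pairs 1 of 100 gave as many without the block and 1 of 100 gave as many as 749 with it, where the highest other split gave 330. In sgRNA cells 1 of 35 splits gave as many as 92 calls. In empty vector cells 3 of 35 splits gave as many as 109 calls, among them that of replicates 3 and 4 against 5 and 6 with 545. With the block this comparison had 588 calls. Only 8 splits of such a comparison part all pairs, so their share cannot fall under 0.125, and the real one gave the most calls of the 8. The joint count of 39 was given by 1 of 100 free splits and by 1 of 100 that part as many pairs, and that of 424 with the block by 1 of 100. For the median effect of the gene lists, 1 of 100 splits that part as many pairs gave a value as far from 0 for the inflammatory list, 1 of 100 for the adipocyte list and 1 of 100 for the β-adrenergic list. The highest other medians were 0.58 in size against 0.71, 0.158 against 0.159 and 0.63 against 0.67. For the interferon list it was 51 of 100. The correlation between the sgRNA effect in control and in stimulated cells was reached by 2 of 100.

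The 29 genes that were lower in sgRNA cells with the replicate block had a median log2 fold change of −0.83. Their technical explanations were examined in the same fit. The ribosomal RNA share was lower in sgRNA libraries, but with its logit as a covariate the median of the 29 genes was −0.82, all 29 stayed below 0 and 28 had an unadjusted p under 0.05, which argues against the share as the whole cause. The number of the 29 that were called fell to 11 in that fit, in which 55.8% of the covariate's variance within replicates and treatments is shared with the plasmid. *H2bc7* is the exception, since its effect shrank to −0.45 (unadjusted p 0.0817). A GC correction per library kept 28 of the 29 calls while it moved the log2 fold change of 164 genes by more than 0.05. After thinning all libraries to the depth of the smallest, 24 of the 29 were called. A lower share of preadipocytes would lower their markers together. The 9 tested markers moved apart by more than their errors (heterogeneity p 4.28e-12), with 1 higher and 2 lower at an unadjusted p under 0.05, and their median was −0.08 (camera p 0.603). Of the 9, *Ly6a* is itself among the 29 genes. A response to transfected nucleic acid that is weaker in sgRNA cells would lower interferon-response genes as well, and these data do not decide it. The median of that list was lower in sgRNA cells in 5 of 8 pairs and higher in 3, with differences from −0.77 in stimulated cells of replicate 3 to 1.32 in control cells of replicate 4 (exact two-sided sign-flip p 0.734 over the pairs). A stricter count, of pairs in which it fell by at least 0.5 times as much as the 29 genes, gave 1 of 8, but that limit was set after the values were seen and is not used to exclude this explanation. What stays open as well is an effect of *Gm15551*, of the activator at its locus or of any plasmid that encodes a guide. The libraries compare guides against *Gm15551* with an empty vector and with no guide against another sequence, so these libraries do not tell them apart. The paper states that *Lcn2*, *Saa3* and *Hp* also changed with other sgRNAs in earlier datasets of the wt1-SAM model. It therefore interprets these genes as an artefact of the model. Those datasets were not examined here.

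The higher ribosomal RNA share of the empty vector libraries was found in 8 of 8 pairs (exact two-sided sign-flip p 0.00781, the smallest that 8 pairs allow). The test treats the 8 pairs as independent, although the control and stimulated pairs of the same replicate number may be linked. It argues against chance only so far as the pairs are independent. If RNA without poly(A) tails was carried over into these libraries, other such RNAs should follow the share. Over a list of 14 such genes, the sum of log2 CPM correlated with the logit of the share within groups, with a Pearson r of 0.86 (permutation p 0.0018) and a Spearman rho of 0.88 (permutation p 0.0015) over 16 libraries. Within groups and replicate numbers r was 0.79 and rho 0.80 (permutation p 0.0019 and 0.0012). Without the 2 libraries farthest from the median, empty vector control replicate 5 and stimulated empty vector replicate 4, r was 0.64 (permutation p 0.06) and rho 0.56 (permutation p 0.1), so the strength of the relation rests in part on them. This was the only relation between 2 measures across libraries that was tested, and r of single genes is given below as a description only. The values are consistent with a difference in the carry-over of RNA without poly(A) tails. The genes of the list did not move alike. Of the 14, 9 were lower in sgRNA cells with the block at an unadjusted p under 0.05 and 0 were higher. Among the 9 the effect was between −1.60 for *Snora73b* and −0.68 for *Scarna2*, with −0.85 for *mt-Rnr1*, −0.75 for *mt-Rnr2* and −1.29 for *Rn7sk*. The 5 others had −0.09 for *Hist1h4i*, −0.10 for *Hist2h2aa1*, 0.04 for *Hist1h1c*, 0.14 for *Hist1h2bc* and 0.75 for *Terc*. Within groups *Terc* went against the share (r −0.63) and *Hist2h2aa1* hardly followed it (r 0.04), whereas r was between 0.58 and 0.95 for the 12 other genes. A uniform carry-over of all 14 genes was therefore not found. Whether each of them lacked a poly(A) tail in these cells was not measured, so this does not decide on carry-over itself. Why the empty vector libraries held more of it stays open, since plasmid and any difference in RNA amount or handling between the wells were not varied separately, and an effect of the plasmid on ribosomal RNA itself was not tested.

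Genes of every annotated type other than protein-coding were counted as noncoding, including any pseudogenes. Noncoding genes made up 15.4% of the genes that isoproterenol raised without the block and 8.05% of those it lowered (Fisher's exact test, p 0.0451), against 12.9% of all tested genes. With the block, noncoding genes were 65 of 406 raised and 45 of 343 lowered genes (p 0.300), so this difference was not found in both fits. Reads that spill over from a raised coding neighbour are one technical explanation for a raised noncoding gene. Of the 27 raised noncoding genes, 1 (3.70%) lay within 5 kb of a raised coding gene, against 8 of 1648 (0.485%) of the unchanged ones (Fisher's exact test, p 0.136), which argues against such reads for nearly all of the 27. The test does not cover reads that salmon divides between a noncoding gene and a gene of similar sequence elsewhere. Such reads and a response of these genes to β-adrenergic stimulation itself stay open.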
